A study of Homo sapiens with 18 samples. Its data were reported in "Arachidonic Acid Metabolism Controls Macrophage Alternative Activation Through Regulating Oxidative Phosphorylation in PPARγ Dependent Manner" (2021).

How the data were processed

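Gene expression of THP-1 derived macrophages was profiled by mRNA sequencing in 18 libraries, 3 for each of 6 groups: M0, M1 and M2 macrophages in normal medium (LN) or in medium with an added lipid mixture (LH). Groups and replicate numbers were taken from the sample labels. RNA was selected with oligo(dT) and prepared as Illumina libraries. The authors aligned the reads to hg19 with HISAT and gave gene expression as FPKM (fragments mapped to a gene, scaled by transcript length and by the total mapped in the library), and the deposited table holds 1 FPKM value per gene and library. The submitters' processing notes name hg19 and DESeq2, which the authors used for their own lists of changed genes. The program that made the FPKM values and all versions are not given in the sources used here. Replicates were not pooled. FPKM corrects for transcript length and for the total of each library, so a few very abundant genes lower the values of all others in that library.

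The table held 19520 genes with NCBI gene IDs, of which 19445 were found in the reference gene table. A spreadsheet program had turned 24 symbols into dates, and these genes were named through their IDs. Genes encoded by the mitochondrial genome were absent (0 of 13 found), so OXPHOS here means its nuclear genes. Coordinates are from the reference annotation of GRCh37, the assembly also called hg19, counted from 1.

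FPKM values are not counts, so a count model was not used. Values were taken as log2(FPKM + 1). The 12812 genes at 1 FPKM or more in at least 3 libraries were fitted with limma 3.58.1 in R 4.3.3 (trend and robust options on), with 1 mean per group and all 18 libraries in 1 model. p-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison. A gene was called at an adjusted p of 0.05 or less with a fold of at least 2, the thresholds of the study. The fold is on the log2(FPKM + 1) scale, which understates the change of genes with low values. The comparisons were M1 against M0, M2 against M0 and M2 against M1 within each medium, extra lipid against normal medium within each state, and the differences of the lipid effect between states. Gene lists, 38 in all, were written from textbook knowledge before the data were examined, as were the design, the thresholds and the alternatives other than those named below as added. Of their 691 members 649 were found. Lists with at least 3 tested members were tested with camera of limma at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with the correlation estimated from the data, which is given wherever it ends a call. Overlaps of calls between media were compared with the number that independent lists would share. The mean over MHC class II genes was compared with an exact permutation test. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

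The genes named in the text were chosen by rule. They are 32 genes named in advance from the study's topic (31 in the table, 25 tested), up to 4 members of each list described, those with the largest absolute change among the called members or, where none was called, among those tested, and per comparison the 10 called genes with the largest and the 10 with the smallest log2 fold change with at least 5 FPKM in the higher group and no overlap between libraries.

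The steps were tested on simulated data before use. For M1 against M0 in normal medium, values of the 12812 genes were simulated from the M0 means and the fitted spread, with 100 genes changed 2-fold and 100 changed 4-fold. By adjusted p the fit found 99 of the 2-fold and 100 of the 4-fold changes in the right direction, and 19 and 100 also passed the fold minimum, with median absolute log2 fold changes of 0.91 and 1.86. Of 12612 unchanged genes 0 were called and 3 passed by adjusted p. A fold near the minimum is therefore often missed.

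Depth was not given, so relative depth was estimated from low values. Over 1419 genes with a single transcript that were listed at 0 in 9 to 15 of the 18 libraries, each value above 0 was divided by the median of the other libraries' values above 0, and the inverse of a library's median ratio was taken as its depth. LN M2 replicate 1 came out at 0.211, against 0.850 to 1.19 for the others, and held 350 values above 0 and below 0.2 FPKM against 1822 to 2226. This limits values of low genes in that library most, and counts without it are given with the other alternatives.

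The labels do not say whether replicates were separate cultures, although the study speaks of biological replicates. The length of the activation is not in the labels, and the study's methods add a further day for M1 and name no separate length for M2. The labels do not say when M0 cells received the lipid mixture. M0 cells were taken at the end of the 24 h rest, so state and time in culture are not separated. The alternatives covered no filter on low values or a lower one, pseudocounts of 0.1 and 5, 3 other scalings of the libraries, only the groups compared in the fit, the replicate number as a block, a fit without the trend and robust options, other fold measures and thresholds, an estimated correlation, and each library left out in turn. Library quality weights and a test of KEGG terms that the authors put in the table were added after the data were seen. A count model on read counts was planned in case counts were given, and was not run.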

Results

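To ask how gene expression differed between activation states of human macrophages, and whether extra lipid in the medium changed those states, mRNA of THP-1 derived macrophages was measured by RNA-seq. THP-1 is a human monocytic leukaemia cell line that turns into adherent macrophage-like cells under the phorbol ester PMA. The cells were kept in PMA for 48 h and rested without it for 24 h to give unpolarized M0 macrophages. M1 macrophages were made with LPS (100 ng/ml) and IFNγ (25 ng/ml), and M2 macrophages with IL-4 and IL-13 (20 ng/ml each). Each state was prepared in normal medium (LN) or in medium with a lipid mixture at 0.25% (LH). This gave 6 groups of 3 libraries, 18 in all. The labels place the lipid mixture in the medium while the stimuli were present and do not say when M0 cells received it, so exposure to it can differ between M0 and the activated states. They do not give the length of activation, and the study's methods add a further day for M1 and name no separate length for M2, so M1 and M2 can differ from M0 in time in culture as well as in stimulus. The labels also do not say whether the replicates were separate cultures. The limma p-values of single genes below therefore measure the spread between these libraries. The camera p-values of gene lists compare the genes of a list with all other tested genes. With the low preset correlation they treat genes as nearly independent. They thus rest mainly on the number and spread of genes and do not measure the spread between libraries.

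The table held FPKM values of 19520 genes, which summed to 453382 to 493493 per library. Read counts were not given, so the absolute depth was unknown, but low values showed that LN M2 replicate 1 was sequenced less deeply. It had 13886 genes above 0 against 15772 to 16462 in the other libraries, and a relative depth of 0.211 against 0.850 to 1.19. Genes at 1 FPKM or more numbered 11378 to 12016 in every library. Replicates of a group correlated across genes with r of 0.994 to 0.996, and with 0.988 to 0.989 where LN M2 replicate 1 was in the pair. The first principal component held 72.1% of the variance and the second 17.9%. Of markers of other cell types, 2 of 9 T and B cell genes, 1 of 10 epithelial and fibroblast genes and 0 of 9 erythroid genes were expressed above the filter. The 12812 genes that passed the filter were tested. A gene is said to rise or fall where the limma adjusted p was at most 0.05 and the fold on the log2(FPKM + 1) scale at least 2. Log2 fold changes (log2FC) are given with their SE, and FPKM values as mean ± SD (n = 3).

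The first comparison asked what LPS and IFNγ changed. In M1 macrophages, interferon-stimulated genes, M1 markers and genes of MHC class I presentation rose and cell cycle genes fell. CCR7 (gene ID 1236; GRCh37 chromosome 17, 38710021 to 38721724), the receptor that guides cells to lymph nodes, was at 0.040 ± 0.036 FPKM in M0 and 652 ± 33.7 FPKM in M1 (log2FC 9.29, SE 0.11, limma adjusted p = 4.71e-21). LAMP3, a lysosomal protein of mature dendritic cells, went from 0.530 ± 0.160 to 513 ± 18.6 FPKM. IDO1, which degrades tryptophan, went from 3.22 ± 0.236 to 870 ± 54.1 FPKM. CXCL9, a chemokine for T cells, was listed at 0 in all M0 libraries and at 188 ± 15.9 FPKM in M1. On the other side, the neutrophil granule protease CTSG fell from 553 ± 26.7 to 4.23 ± 1.74 FPKM and F13A1, a coagulation factor subunit, from 92.1 ± 8.92 to 0.043 ± 0.051 FPKM.

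By group, 32 of 33 interferon-stimulated genes rose, led by IFI27 (log2FC 7.70), IFI44L (5.21), RSAD2 (4.79) and IFIT3 (4.32), with a list median 3.31 above that of all genes (camera adjusted p = 1.60e-27). Of 22 M1 markers 19 rose and 2 fell (adjusted p = 2.87e-15), and 16 of 24 NF-κB and inflammatory cytokine genes rose, among them BIRC3 (5.72) and SOD2 (4.49), with 1 lower (adjusted p = 1.40e-08). All 17 tested genes of MHC class I presentation passed by adjusted p and 15 of them rose at least 2-fold, such as TAP1 (3.97), a peptide transporter subunit, and HLA-F (3.94) (adjusted p = 2.87e-15). MHC class II presentation had 10 of 13 genes higher, led by HLA-DQA1 (4.15), HLA-DPA1 (2.83), IFI30 (2.50) and HLA-DPB1 (2.43), and its call (adjusted p = 1.27e-10) missed the threshold with adjusted p = 0.057 with an estimated correlation. Of 8 dendritic cell markers 5 rose, LAMP3 and CCL19 (6.85) most (adjusted p = 0.00453). Cell cycle genes moved the other way: 26 of 27 fell, led by CDC20 (-5.17), TOP2A (-4.48) and TYMS (-4.26), with a median of -3.0 relative to that of all genes (adjusted p = 2.08e-14). Of 9 promonocyte genes 7 fell, including CTSG (-6.79), PRTN3 (-4.45) and ELANE (-4.15), all granule proteases (adjusted p = 4.77e-05).

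Genes of lipid and energy metabolism moved less. Fatty acid biosynthesis had 7 of 32 genes lower, among them FASN (52.7 ± 3.03 to 19.1 ± 2.05 FPKM, log2FC -1.42), TECR (-1.57) and ACOT7 (-1.79), and 1 higher, ACSL1 (1.07), and as a list it did not pass (adjusted p = 0.812). Of 13 lipoxygenase and leukotriene enzymes 5 fell, led by LTC4S (-3.45), which makes leukotriene C4, and LTA4H (-1.45), with no call for the list (adjusted p = 0.0801). The 80 genes of oxidative phosphorylation (OXPHOS) had a median of -0.079 relative to that of all genes, 1 of them, NDUFB9 (-1.23), fell, and complexes II, III and IV changed sign with the reference used. Complex I genes, lower in median, missed the threshold as a list (adjusted p = 0.0532, and 0.587 with an estimated correlation). They passed without LN M0 replicate 1 (0.0381), LN M0 replicate 2 (0.0342) or LN M1 replicate 3 (0.00970), with quantile normalization (0.00771), with no low-value filter (0.00474) and with only the groups compared (0.0458). Complex V genes passed as a list (adjusted p = 0.0208), but not with an estimated correlation (adjusted p = 0.471) or with median-of-ratios scaling (adjusted p = 0.247).

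In total 1004 genes rose and 1607 fell in M1 against M0. The 10 highest genes held 16.4 to 17.5% of the FPKM of an M1 library and 9.95 to 10.8% of that of the others. The median of all genes lay at -0.20 and moved by 0.20 with median-of-ratios scaling, so list medians of the activation comparisons are given relative to the median of all genes. With that scaling 1267 rose and 1146 fell, and with quantile normalization 1218 and 1216, so the share of higher calls was 38.5% as deposited and 52.5% and 50.0% rescaled. In the 3 comparisons in normal medium, the counts of genes that rose or fell were the same for each list when adjusted over the list alone.

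**Figure D1:**
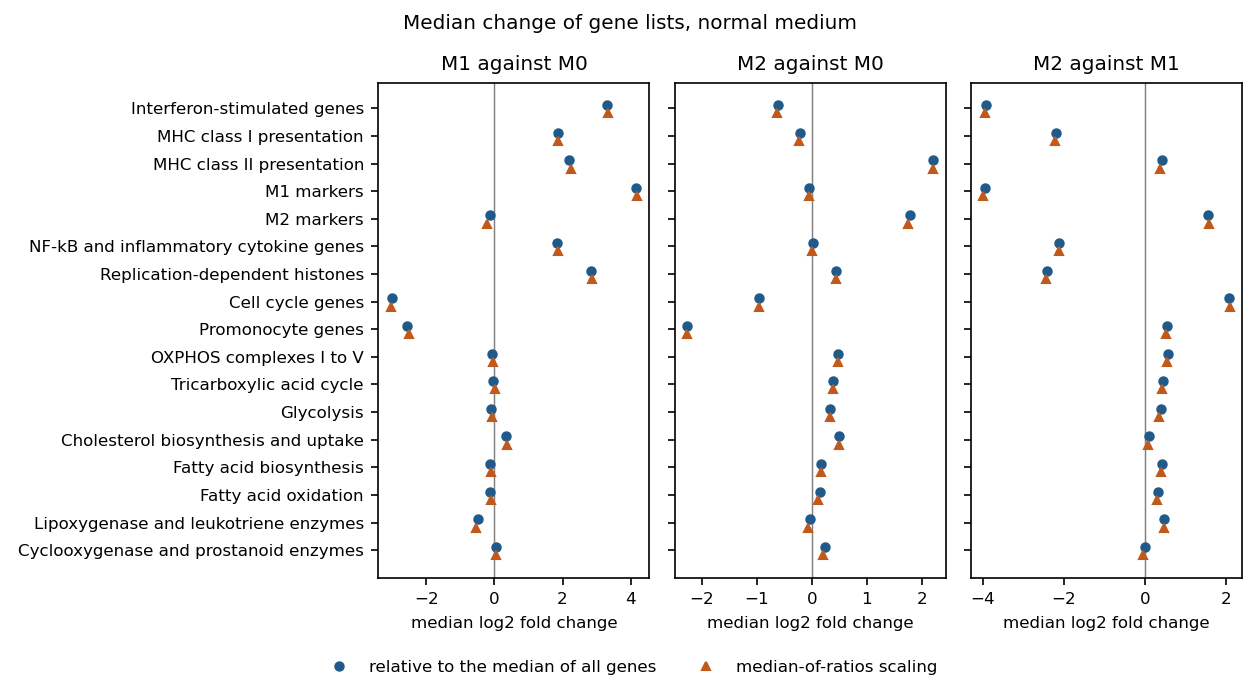
Median log2 fold change of 17 gene lists in normal medium, in 3 panels (M1 against M0, M2 against M0, M2 against M1), with the list names on the vertical axis. Circles are relative to the median of all 12812 tested genes and triangles are after median-of-ratios scaling; interferon-stimulated genes lie at 3.31, -0.62 and -3.92 (circles), and the tricarboxylic acid cycle in M1 against M0 changes sign between the scalings (-0.03 and 0.01).

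The second comparison asked what IL-4 and IL-13 changed. M2 macrophages gained CCL13, a chemokine for monocytes and eosinophils, from 0.113 ± 0.099 to 273 ± 5.70 FPKM (log2FC 7.95, SE 0.11, limma adjusted p = 1.58e-19). FCER1A, the IgE-binding chain of the high-affinity IgE receptor, went from 0.307 ± 0.296 to 274 ± 13.1 FPKM, and LOX, which crosslinks collagen, from 0.90 ± 0.147 to 103 ± 7.49 FPKM. The eosinophil chemokine CCL26 was listed at 0 in all M0 libraries and at 58.2 ± 1.12 FPKM in M2. CD209 (gene ID 30835; GRCh37 chromosome 19, 7804879 to 7812450), the lectin used as an M2 marker, rose from 16.2 ± 1.08 to 127 ± 6.46 FPKM (log2FC 2.89, SE 0.07, adjusted p = 4.43e-16). LYZ, which encodes lysozyme, fell from 4101 ± 122 to 321 ± 15.2 FPKM, and SERPINB2, an inhibitor of plasminogen activators, from 26.4 ± 2.23 to 0.620 ± 0.195 FPKM.

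Of 29 M2 markers 18 rose and none fell, including CD1B (4.26) and SOCS1 (4.18), with a list median 1.78 above that of all genes (camera adjusted p = 2.64e-18). Some classical markers gave low or flat values: MRC1 was at 1.57 ± 0.337 FPKM in M2 (log2FC 1.02, and 0.94 without LN M0 replicate 3 or 0.91 without LN M2 replicate 3), CCL22 at 0.687 ± 0.455 FPKM (-0.37), CD163 at 18.9 ± 2.20 FPKM (-0.31), and ARG1 reached at most 0.23 FPKM in any library and was not tested. MHC class II presentation rose in 11 of 13 genes, led by its master regulator CIITA (3.13), HLA-DQA1 (2.74), HLA-DPB1 (2.73) and HLA-DPA1 (2.72), with a median 2.21 above that of all genes (adjusted p = 1.51e-13). Interferon-stimulated genes went down: 8 of 33 fell, among them MX1 (-1.99), CMPK2 (-1.75), RSAD2 (-1.46) and TNFSF10 (-1.17) (adjusted p = 1.40e-09). All 27 cell cycle genes were lower by adjusted p and 16 fell at least 2-fold, such as CENPF (-1.52) and AURKB (-1.40) (adjusted p = 3.40e-14). Promonocyte genes fell in 8 of 9 cases, again led by CTSG (-4.01) and PRTN3 (-3.54) (adjusted p = 2.62e-09). Of 8 dendritic cell markers CD1B, CD1E (2.26) and CD1A (1.97), of the CD1 family that serves lipid antigen presentation, rose. CCL19, another of the 8, was at 2.84 ± 1.07 FPKM in M0 and listed at 0 in all M2 libraries. That list passed at adjusted p = 0.0398, but not with an estimated correlation (adjusted p = 0.0804), with another scaling (adjusted p = 0.0604 to 0.0768), with a pseudocount of 0.1 (0.168), or without LN M0 replicate 2 (0.0574) or LN M2 replicate 3 (0.068). With a pseudocount of 5, MRC1 (0.32), CMPK2 (-0.94), RSAD2 (-0.54), TNFSF10 (-0.56), AURKB (-0.81) and CCL19 (-0.64) also stayed under 2-fold.

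For lipid and energy metabolism, fatty acid biosynthesis had 6 of 32 genes higher and none lower, among them ME1 (1.72), which supplies NADPH, the desaturases FADS2 (1.36) and SCD (1.18), and the lipogenic regulator SREBF1 (1.34) (adjusted p = 0.000385). The KEGG term for fatty acid biosynthesis in the deposited table, chosen after the data were seen, had 0 of 10 genes called and a median of 0.006 as deposited (adjusted p = 0.718). FASN itself stayed at 53.3 ± 1.95 FPKM (log2FC 0.02, adjusted p = 0.893). None of the 80 listed OXPHOS genes reached a 2-fold change, but by adjusted p 69 of 80 were higher and 0 lower, and all 80 lay above 0. By complex, 30 of 37, 4 of 4, 9 of 9, 11 of 12 and 15 of 18 genes of complexes I to V passed by adjusted p, and 30, 4, 9, 11 and 17 adjusted over the list alone. Their medians lay 0.40, 0.47, 0.57, 0.61 and 0.53 above that of all genes (adjusted p = 6.31e-12, 0.00252, 1.52e-07, 5.57e-09 and 8.82e-10). With an estimated correlation, adjusted p was 0.0327, 0.0593, 0.0549, 0.0404 and 0.0387, so complexes II and III lost their call. The KEGG term for oxidative phosphorylation, chosen in the same way, had 1 of 127 tested genes higher and 0 lower (adjusted p = 3.19e-14, and adjusted p = 0.118 with an estimated correlation). Of the 80 listed genes, COX7B (0.78), NDUFA1 (0.78), UQCRC1 (0.69) and UQCRH (0.69) were among the largest. The tricarboxylic acid cycle had 15 of 19 genes higher by adjusted p, with DLD (0.63) and OGDH (0.61) among the largest (adjusted p = 4.15e-08). Fatty acid synthesis and OXPHOS are themes that the study drew from these libraries, so these lists are not independent evidence of their direction.

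In total 301 genes rose and 454 fell in M2 against M0. With median-of-ratios scaling 349 rose and 362 fell, and with quantile normalization 358 and 339, so the share of higher calls was 39.9% as deposited and 49.1% and 51.4% rescaled. The median of all genes lay at -0.10.

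The third comparison set M2 directly against M1. Among the genes most in favour of M2 were F13A1 (498 ± 6.02 against 0.043 ± 0.051 FPKM, log2FC 8.90, SE 0.06, limma adjusted p = 1.05e-24), FCER1A (8.10), CCL13 (7.97) and LOX (6.14). Further ones were CD1C (5.16), a lipid antigen-presenting molecule, and VCAN (5.0), a matrix proteoglycan. CD209 was at 16.8 ± 1.54 FPKM in M1, close to its level in M0, and higher in M2 (log2FC 2.85, SE 0.07, adjusted p = 4.74e-17). In favour of M1 were CCR7 (-9.22), LAMP3 (-8.76), IDO1 (-8.21) and CXCL13 (-8.02), a B cell chemokine. CCL19, CXCL9 and CXCL11 were listed at 0 in all M2 libraries. Of markers often assigned to M2, TREM2 was higher in M2 than in M1 (613 ± 20.9 against 108 ± 11.8 FPKM, log2FC 2.50), but CCL22 was lower (-6.19), as was IL1RN (-1.61).

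All 33 interferon-stimulated genes, all 17 genes of MHC class I presentation and 17 of 24 NF-κB and inflammatory cytokine genes were lower in M2, 3 of the last list being higher, with CCL2 (3.90) the largest (camera adjusted p = 1.18e-26, 8.73e-15 and 4.36e-07). M2 markers had 20 of 29 genes higher and 3 lower (adjusted p = 0.000124), and cell cycle genes 23 of 27 higher (adjusted p = 1.69e-11). MHC class II presentation was split, with HLA-DMA (1.39) and HLA-DMB (1.09) higher and IFI30 (-2.85), HLA-DQA1 (-1.41) and CTSS (-1.21) lower, and no call for the list (adjusted p = 0.934).

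For fatty acid biosynthesis 11 of 32 genes were higher in M2 than in M1 and 1, ACSL1 (-1.63), was lower. They included HACD1 (2.57) and TECR (1.36), which elongate fatty acids, ME3 (2.15), SCD (1.51) and FASN (1.44; gene ID 2194, GRCh37 chromosome 17, 80036214 to 80056170). The list median lay 0.43 above that of all genes (adjusted p = 0.00683, and adjusted p = 0.0950 with an estimated correlation). The KEGG term for fatty acid biosynthesis had 2 of 10 genes higher and 1 lower (adjusted p = 0.843). FASN and TECR also fell in M1 against M0, and FASN did not rise in M2 against M0. For OXPHOS, 77 of 80 genes were higher in M2 by adjusted p, 0 lower, and 11 at least 2-fold. The medians of complexes I to V lay 0.50, 0.47, 0.52, 0.61 and 0.68 above that of all genes (adjusted p = 3.76e-07, 0.0464, 0.000612, 0.000410 and 2.65e-06). None of the 5 kept its call with an estimated correlation (adjusted p = 0.110, 0.189, 0.189, 0.189 and 0.110), and complex II lost it with median-of-ratios scaling (adjusted p = 0.0510) and without LN M1 replicate 2 (0.0511) or LN M2 replicate 1 (0.0590). The KEGG term for oxidative phosphorylation had 13 of 127 genes higher and 5 lower and passed (adjusted p = 0.00579), but not with an estimated correlation (adjusted p = 0.583). Of the 80 listed genes, NDUFB8 (1.5), UQCRH (1.42), NDUFB2 (1.42), ATP5G3 (1.30) and ATP5F1 (1.19) were among the largest. COX7B, ATP5O, COX6B1 and UQCRB dropped under the 2-fold minimum with median-of-ratios scaling (0.87, 0.88, 0.94 and 0.97), as did COX7B without LN M1 replicate 2, LN M2 replicate 1 or LN M2 replicate 3 (0.95 to 1.00) and ATP5O without LN M1 replicate 1, LN M1 replicate 2 or LN M2 replicate 1 (0.96 to 0.99). COX7B and ATP5O did so too with the other scalings (0.87 to 0.96) and with a pseudocount of 5, COX7B with library quality weights (0.98), and COX6B1 with quantile normalization. As above, the study drew both themes from these libraries. It also reported that inhibitors of either process lowered the M2 marker CD209 on treated cells, which is outside the RNA values given here.

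Other lipid processes were mixed. Fatty acid oxidation had 3 of 32 genes higher and 2 lower, with 20 and 3 by adjusted p, and a median 0.31 above that of all genes (adjusted p = 0.0165, adjusted p = 0.135 with an estimated correlation). In it ACAT1 (1.34), which handles acetoacetyl-CoA, and ECI2 (1.27) were higher and SLC25A20 (-1.30), the carnitine carrier, was lower. CPT1A, the entry enzyme of the mitochondrial pathway, was at 13.6 ± 0.685 FPKM in M1 and 11.4 ± 0.896 FPKM in M2 (log2FC -0.23). Fatty acid uptake had LPL (1.82) and FABP3 (1.61) higher and VLDLR (-2.88) lower out of 17 genes (adjusted p = 0.609). Among 20 genes of lipolysis and lipid droplets 3, such as LIPA (1.79), were higher and 3, such as MGLL (-3.91) and G0S2 (-2.56), were lower (adjusted p = 0.342). CD36, a fatty acid and lipoprotein receptor, was at 74.6 ± 5.0 FPKM in M1 and 128 ± 5.55 FPKM in M2 (log2FC 0.77). Cell cycle and interferon-stimulated genes moved with the same contrast, as given above. With a pseudocount of 5, ECI2 (0.66) and FABP3 (0.54) stayed under 2-fold.

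In total 1348 genes were higher in M2 than in M1 and 1141 lower. With median-of-ratios scaling 1123 were higher and 1326 lower, and with quantile normalization 1170 and 1199, so the share of higher calls was 54.2% as deposited and 45.9% and 49.4% rescaled. The median of all genes lay at 0.11 and moved by -0.12 with median-of-ratios scaling.

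**Figure D2:**
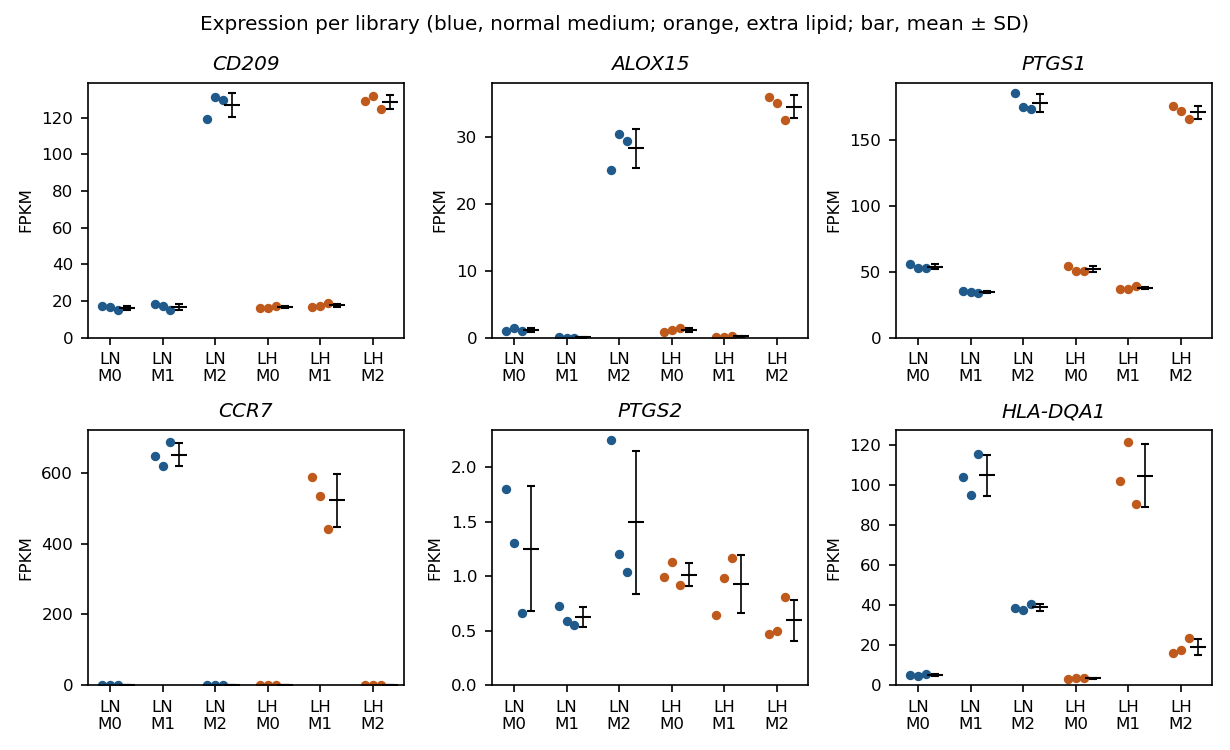
FPKM (linear vertical axes from 0) of CD209, ALOX15, PTGS1, CCR7, PTGS2 and HLA-DQA1 in each of the 18 libraries by group, with normal medium (LN) in blue and extra lipid (LH) in orange. Each point is a library and the bar beside it is the mean ± SD of 3; CD209 in M2 averages 127 FPKM in normal medium against 16.2 in M0 and 16.8 in M1, and PTGS2 reaches at most 2.25 FPKM.

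Arachidonic acid genes were examined because the study centred on them, and were compared across the 3 states in normal medium. ALOX15 (gene ID 246; GRCh37 chromosome 17, 4534214 to 4545589), which encodes 15-lipoxygenase, was at 1.11 ± 0.289 FPKM in M0, 0.017 ± 0.029 in M1 and 28.2 ± 2.86 in M2 (M2 against M0 log2FC 3.80, SE 0.12, limma adjusted p = 1.54e-14). Its difference between M1 and M0 (-1.05) fell below 2-fold with median-of-ratios scaling (-0.98), quantile normalization (-0.88), a pseudocount of 5 (-0.28) or without LN M0 replicate 2 (-0.94). PTGS1 (gene ID 5742; GRCh37 chromosome 9, 125132809 to 125157982), which encodes the cyclooxygenase COX-1, was at 53.9 ± 1.65, 34.5 ± 0.770 and 178 ± 6.92 FPKM (M2 against M0 1.71, SE 0.05, adjusted p = 3.71e-15; M2 against M1 2.34, adjusted p = 4.96e-18). PTGS2 (gene ID 5743; GRCh37 chromosome 1, 186640923 to 186650054), which encodes COX-2, was low at 1.3 ± 0.571, 0.623 ± 0.095 and 1.5 ± 0.657 FPKM. It was above M1 in M2 by adjusted p but not by fold (0.59, SE 0.19, adjusted p = 0.00934; 1.08 with a pseudocount of 0.1), and was not separated from M0 (0.15, adjusted p = 0.551). The M2 libraries were at 2.25, 1.2 and 1.04 FPKM, the first being the shallow LN M2 replicate 1, without which the difference from M1 was 0.39 (adjusted p = 0.0669). In extra lipid it had the other sign (-0.27, adjusted p = 0.207).

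Of 13 lipoxygenase and leukotriene enzymes 4 were higher in M2 than in M1, namely ALOX15 (4.84), LTC4S (3.15), MGST2 (1.17) and DPEP2 (1.10, but 0.36 with a pseudocount of 5), and none lower (camera adjusted p = 0.0315, and 0.0950 with an estimated correlation). LTC4S in M2 (12.6 ± 1.72 FPKM) was near its level in M0 (15.8 ± 1.82 FPKM), and only ALOX15 of this list rose in M2 against M0 (adjusted p = 0.836). Of 11 cyclooxygenase and prostanoid enzymes 2 were higher in M2 than in M1, PTGS1 and CBR3 (1.05, but 0.99 with median-of-ratios scaling and 0.44 with a pseudocount of 5). CBR3 missed the adjusted p without LN M1 replicate 2 (0.0702), LN M1 replicate 3 (0.0554), LN M2 replicate 2 (0.109) or LN M2 replicate 3 (0.113). In M2 against M0, PTGS1 rose and PTGDS, a prostaglandin D synthase, fell from 31.4 ± 2.56 to 14.9 ± 0.461 FPKM (-1.03), with no call for the list (adjusted p = 0.229). PTGDS stayed under 2-fold with median-of-ratios scaling (-0.93), quantile normalization (-0.97), a pseudocount of 5 (-0.87) or without LN M0 replicate 1 (-0.98). In M2 against M1 the list median was -0.007 relative to that of all genes (adjusted p = 0.766), with its sign turning between scalings. PTGES3, the cytosolic prostaglandin E synthase, was at 109 ± 2.00 FPKM in M1 and 117 ± 5.64 FPKM in M2 (0.10, adjusted p = 0.0751, and 0.0226 without LN M2 replicate 1). PTGES and HPGDS reached at most 0.21 and 0.09 FPKM in any library and were not tested. Of 8 phospholipases A2, only some of which release arachidonic acid, 3 were higher, such as PLA2G4A (1.81), and 2 lower, PLA2G7 (-4.76) and PLA2G4C (-2.42) (adjusted p = 0.934). Of 10 prostanoid and leukotriene receptors 3 were lower, including PTGER4 (-1.35) (adjusted p = 0.664). The KEGG arachidonic acid term in the deposited table, chosen after the data were seen, had 9 of 42 genes higher and 2 lower (adjusted p = 0.734). The study drew this theme from these libraries together with lipid metabolomics of M1 and M2 macrophages, so these lists are not independent evidence. It also reported higher protein of ALOX15, PTGS1 and PTGS2 in M2 by imaging. Metabolites and protein are outside the RNA values given here.

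PPAR genes, nuclear receptors for fatty acids and eicosanoids, were not called at 2-fold. PPARG was at 15.6 ± 2.78, 8.28 ± 0.161 and 10.5 ± 2.55 FPKM in M0, M1 and M2 (M2 against M0 -0.54, adjusted p = 0.00148; M2 against M1 0.29, adjusted p = 0.0455). The last passed no longer without LN M2 replicate 1 (0.11, adjusted p = 0.343) or without LN M1 replicate 1, 2 or 3 (adjusted p = 0.0702 to 0.0955). It also missed with another scaling (0.16 to 0.24, adjusted p = 0.079 to 0.255), another low-value filter, a pseudocount of 5, only the groups compared, no trend and robust options, or library quality weights (adjusted p = 0.0538 to 0.174). PPARD was at 15.4 ± 0.939, 26.8 ± 1.73 and 17.4 ± 0.336 FPKM, and PPARA at 1.68 ± 0.136, 2.95 ± 0.423 and 1.06 ± 0.101 FPKM. Between M2 and M1 PPARA had a log2FC of -0.94, which passed 2-fold with another scaling (-1.20 to -1.02), a pseudocount of 0.1 (-1.39), the ratio of mean FPKM or without LN M1 replicate 3 (-1.03). Of 18 PPAR target genes 3 were higher in M2 than in M1, among them UCP2 (2.09), and 2 lower, ACSL1 (-1.63) and SLC25A20 (-1.30) (adjusted p = 0.766), and the KEGG term for PPAR signalling in the deposited table, chosen after the data were seen, had 7 of 61 higher and 9 lower (adjusted p = 0.986).

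The same activations were compared in medium with extra lipid, and the same programmes moved. In M1 against M0 all 33 interferon-stimulated genes and 15 of 17 genes of MHC class I presentation rose (camera adjusted p = 1.24e-28 and 9.66e-16), and 26 of 27 cell cycle genes fell (adjusted p = 3.70e-14). In M2 against M0 17 of 29 M2 markers and 11 of 13 genes of MHC class II presentation rose (adjusted p = 5.22e-17 and 2.47e-12), and 67 of 80 OXPHOS genes were higher by adjusted p. In M2 against M1 fatty acid biosynthesis had 9 genes higher and 1 lower (adjusted p = 0.00396, and adjusted p = 0.0904 with an estimated correlation), 13 OXPHOS genes were higher at least 2-fold, and lipoxygenase and leukotriene enzymes had 3 higher with no call for the list (adjusted p = 0.0816). The counts were 966 higher and 1522 lower for M1 against M0, 298 and 472 for M2 against M0, and 1298 and 1062 for M2 against M1. With median-of-ratios scaling, 1257 and 1040 genes were called in the first (54.7% higher against 38.8%), 356 and 344 in the second (50.9% against 38.7%) and 1049 and 1244 in the third (45.7% against 55.0%). With quantile normalization these were 1175 and 1133 (50.9% higher), 388 and 338 (53.4%), and 1121 and 1154 (49.3%).

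Calls were largely shared between media, which had no libraries in common but shared the cell line, the stimuli and the estimate of each gene's spread. More sharing than for independent lists was therefore likely beforehand. Of the 1004 genes higher in M1 against M0 in normal medium, 896 were also higher in extra lipid (75.7 for independent lists), as were 1353 of the 1607 lower (191). For M2 against M0 it was 252 of 301 higher (7.0) and 361 of 454 lower (16.7), and for M2 against M1 1115 of 1348 (137) and 998 of 1141 (94.6). No gene was called in opposite directions.

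The next comparisons asked what extra lipid changed within each state. In M2 the MHC class II genes were lower: HLA-DQA1 (gene ID 3117; GRCh37 chromosome 6, 32595956 to 32614839) was at 38.7 ± 1.5 FPKM in normal medium and 19.1 ± 3.99 FPKM with extra lipid (log2FC -1.0, just under the 2-fold minimum, SE 0.12, limma adjusted p = 0.00202). It passed that minimum without LN M2 replicate 2 (-1.03) or LH M2 replicate 3 (-1.16) and with median-of-ratios scaling, a pseudocount of 0.1 (-1.03), the ratio of mean FPKM or library quality weights (-1.02). HLA-DPA1 was lower too (-0.64, SE 0.09, adjusted p = 0.00563, but 0.0796 without LH M2 replicate 1 and 0.0574 without LH M2 replicate 2). Of the 13 genes of the list all lay lower, 8 by adjusted p over all genes and 12 adjusted over the list alone, with a median of -0.50 (camera adjusted p = 1.01e-26, and 0.0218 with an estimated correlation). Of the 8, 0 passed with only the 2 M2 groups in the fit and 4 without the trend and robust options, and 2 passed without LN M2 replicate 3, 1 without LH M2 replicate 1 and 1 without LH M2 replicate 2. The KEGG antigen processing and presentation term in the deposited table, chosen after the data were seen, held 101 tested genes, of MHC class I as well (adjusted p = 5.92e-05, and adjusted p = 0.202 with an estimated correlation). In M0 the same list had a median of -0.22 (adjusted p = 1.35e-15, adjusted p = 0.122 with an estimated correlation), with 0 genes by adjusted p over all genes and 8 adjusted over the list alone. In M1 the median was -0.04 (adjusted p = 0.416).

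Averaged over the 13 genes, log2(FPKM + 1) was 7.46 ± 0.082 in normal medium and 7.02 ± 0.128 with extra lipid in M2, 5.60 ± 0.054 and 5.38 ± 0.054 in M0, and 7.45 ± 0.080 and 7.42 ± 0.081 in M1 (SD, n = 3). In M0 and M2 each library with extra lipid lay below each one in normal medium (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 can give), and in M1 they overlapped (exact p = 0.6).

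**Figure D3:**
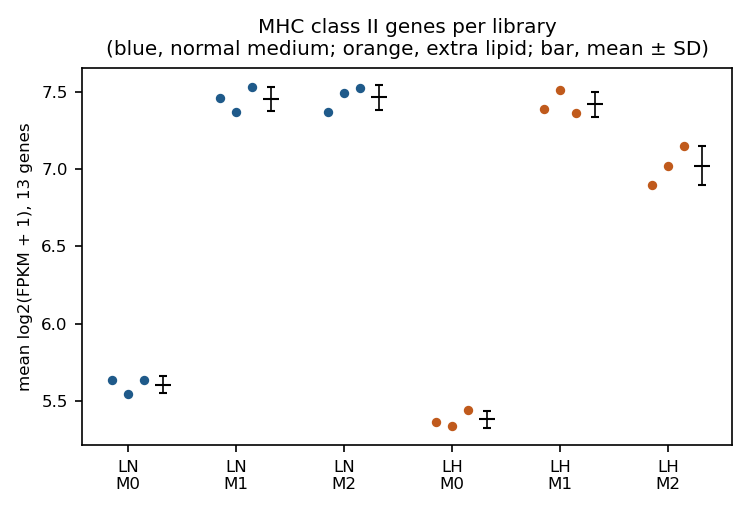
Mean log2(FPKM + 1) over 13 MHC class II presentation genes in each of the 18 libraries by group, with normal medium (LN) in blue and extra lipid (LH) in orange, on a vertical axis that does not start at 0. Points are libraries and bars mean ± SD of 3; M2 libraries average 7.46 in normal medium and 7.02 with extra lipid, and M1 libraries 7.45 and 7.42.

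Cholesterol biosynthesis and uptake genes, which cells lower when sterol is plentiful, had a median of -0.12 in M1 (camera adjusted p = 2.26e-05, adjusted p = 0.154 with an estimated correlation), led by MSMO1 (-0.37), HMGCS1 (-0.25) and FDFT1 (-0.25), none of which passed by itself over all genes, although FDFT1 did without LN M1 replicate 2 (adjusted p = 0.0321). NF-κB and inflammatory cytokine genes had a median of -0.10 in M0 and -0.15 in M2 (adjusted p = 0.000694 and 0.000723, adjusted p = 0.122 and 0.149 with an estimated correlation). In M1 its median was -0.12 (adjusted p = 0.0465, and adjusted p = 0.303 with an estimated correlation). That call was lost without LN M1 replicate 2 (0.0930), LN M1 replicate 3 (0.0961), LH M1 replicate 2 (0.0671) or LH M1 replicate 3 (0.261) and with a pseudocount of 0.1 (0.0858), median-of-ratios scaling (0.0523) or quantile normalization (0.0557). Over all lists 6, 7 and 6 were called in M0, M1 and M2, of which 0, 0 and 1, MHC class II presentation, kept the call with an estimated correlation. NR1H3, which encodes the sterol sensor LXRα, was lower with extra lipid in M1 by adjusted p but not by fold (-0.63, adjusted p = 0.0377). Leaving out any 1 library other than LN M1 replicate 2 took its adjusted p above 0.05 (0.0625 to 0.154), as did no low-value filter (0.0592), only the groups compared (0.171) and a fit without the trend and robust options (0.0838). In M2, CD209, ALOX15, PTGS1 and PTGS2 had log2FC of 0.02, 0.28, -0.06 and -0.62 with extra lipid (adjusted p = 0.949, 0.471, 0.736 and 0.280). PTGS2 in M2 was at 1.04 to 2.25 FPKM in normal medium and 0.47 to 0.81 FPKM with extra lipid.

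The counts were small. In M0 no gene reached the thresholds in limma, with 564 of 12812 at an unadjusted p under 0.05 and a smallest adjusted p of 0.395. In M1 no gene reached both thresholds, 34 passed by adjusted p alone (24 higher, 10 lower), and 1316 had an unadjusted p under 0.05. In M2 19 passed by adjusted p alone (6 higher, 13 lower), and the only call was BOLA2 (log2FC 3.77, adjusted p = 0.0357), whose 3 libraries in normal medium were at 0, 6.21 and 0 FPKM. BOLA2 has a near-identical copy, so its reads could be split between the copies, and it lost the call without any 1 library other than LN M2 replicate 2 (adjusted p = 0.0679 to 0.201) with only the 2 M2 groups in the fit (adjusted p = 0.209) and with a pseudocount of 0.1 (adjusted p = 0.0860). With 1 library left out, the count in M0 was 1 without LH M0 replicate 3. In M1 it was 2 without LN M1 replicate 2 and 1 without LN M1 replicate 1, LH M1 replicate 1 or LH M1 replicate 3. In M2 it was 3 without LN M2 replicate 2 or LH M2 replicate 3 and 0 without LH M2 replicate 1 or LH M2 replicate 2. Of all tested genes, 94.9%, 91.7% and 90.0% differed by less than 1.2-fold between media in M0, M1 and M2.

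Whether the effect of extra lipid differed between states was tested as a difference of differences. No gene passed in limma for M1 against M0, M2 against M0 or M2 against M1 (smallest adjusted p = 0.0557, 0.453 and 0.0719), with 939, 695 and 1119 at an unadjusted p under 0.05. Between M2 and M0, 1 gene passed without LN M0 replicate 1 or LN M2 replicate 2. Between M2 and M1, 1 passed without LN M1 replicate 2, 2 without LN M2 replicate 2 and 2 without LH M2 replicate 3, where HLA-DQA1 was 1 of them (-1.15, adjusted p = 0.00685). Differences against M0 can also hold a difference in exposure, since the labels do not date the lipid for M0. The median SE was 0.15 here against 0.11 for a single comparison. As a list, MHC class II presentation had a lower change with extra lipid in M2 than in M1, with a median difference of -0.45 (camera adjusted p = 1.35e-14, adjusted p = 0.189 with an estimated correlation).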

Values the study reported

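The study reported that 1645 genes were up-regulated in M2 macrophages when these were compared with M1 macrophages. For M1 macrophages, the study reported that IFN-γ and LPS were left on the cells for 24 h.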

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

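The tests on scaling of the libraries for the MHC class II and histone genes, on the induction of other genes in M2, and on the share of FPKM held by a few genes for OXPHOS, were chosen only after those results were seen. The effect of extra lipid differed between states for some gene lists by the test of the difference itself (camera on the difference of differences), and none of these differences passed with an estimated correlation between genes (adjusted p = 0.189 to 0.506).

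MHC class II presentation genes stood out most. Their change with extra lipid was lower in M2 than in M1 by a median of -0.451 (log2; adjusted p = 1.35e-14, and 0.189 with an estimated correlation) and lower in M2 than in M0 by -0.229 (5.67e-06, and 0.453), while M1 lay above M0 by 0.187 (0.000106, and 0.442). Of the 13 genes 13 were lower with extra lipid in M2, 13 in M0 and 9 in M1, and the mean over the 13 genes was -0.443 with all libraries and -0.489 without LN M2 replicate 1, the shallow library, against a spread between libraries of 0.083, and -0.446 with median-of-ratios scaling, so neither the low depth of that library nor the scaling accounts for it. A weaker response to IL-4 and IL-13 as a whole would have lowered other induced genes alike. For the other 282 genes higher in M2 averaged over both media, the difference between media in M2 was taken as a share of induction. Its median was -0.8% (quartiles -8.2 and 6.0), and -2.0% for 290 genes called in normal medium. For the 11 induced MHC class II genes it was -24.5% (-26.5 and -20.5). These shares do not subtract the difference between media in M0, where the MHC class II genes were also lower. Part of the -24.5% was thus present without IL-4 and IL-13, so the shares cannot settle whether the response was weaker. An effect of the lipid mixture itself stays open and was not tested further, and with a mean of -0.225 over the 13 genes in M0 the values do not tie it to M2.

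The other lists are given as values. For M1 against M0 the medians of the difference were -0.070 for M1 markers (adjusted p = 0.0489), -0.150 for cholesterol biosynthesis and uptake (0.000106), 0.132 for cell cycle genes (0.0158) and 0.081 for macrophage identity genes (0.000201). For M2 against M0 they were 0.075 for interferon-stimulated genes (0.0463) and -0.100 for cholesterol biosynthesis and uptake (0.0463). For M2 against M1 the median was -0.178 for cell cycle genes (0.000504).

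OXPHOS genes were higher in M2 than in M1 by a median of 0.688 over 80 genes as deposited, or 0.580 relative to the median of all genes. If a larger share of FPKM in a few M1 genes were the whole cause, the median would have gone to about 0 with median-of-ratios scaling, but it stayed at 0.546. Among 10000 random lists of the values as deposited, matched on expression level and transcript length, the middle median was 0.365 and the upper end of the central range 0.547. Level and length may therefore account for part of the difference, but OXPHOS, at 0.688, lay above that range. Genes of a random list were drawn singly, so the range leaves out the correlation between OXPHOS genes and can be too narrow. With an estimated correlation no complex kept its call in M2 against M1, as given above. Against M0, the median as deposited was 0.381 for M2 (0.479 relative to all genes), with 0.104 as that upper end, and -0.278 for M1 (-0.079 relative to all genes), with -0.325 as the middle of the matched lists. The activations themselves stay open and were not tested by other means.

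Replication-dependent histone genes rose in M1 against M0 while cell cycle genes fell: 9 of 9 tested were higher, led by HIST1H2BD (3.71) and HIST1H2AC (3.27), with a median of 2.64 as deposited, or 2.84 relative to that of all genes (camera adjusted p = 1.32e-07). Most histone mRNAs lack a poly(A) tail, so more RNA without a tail in the M1 libraries could raise them. For comparison, 12 other RNAs without a tail had a median change of 0.192, with an approximate SE of that median of 0.181. Their single values ran from -1.383 (RMRP) to 0.483 (SCARNA2). By adjusted p 1 was higher, RN7SL1 (0.369, limma adjusted p = 0.0448), and 0 lower. These RNAs are not mRNAs and need not follow histone mRNA through library preparation, so they cannot settle this. For the histone genes, median-of-ratios scaling gave a median of 2.860. Histone transcripts with a poly(A) tail, which non-dividing cells can make, are a candidate source that was not tested.

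Other splits of the same libraries were tried for each count of genes called. With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. For the 6 comparisons of activation states 1 of 10 splits, the real one, gave as many genes, with real counts of 2611, 755, 2489, 2488, 770 and 2360 and at most 0, 1, 0, 0, 0 and 0 in the others. For extra lipid in M0 and M1 all 10 of 10 splits gave as many, since the real count was 0, and in M2 it was 1 of 10, with a real count of 1 and 0 in the others. For the differences of the lipid effect 100 of 100 drawn of 200 possible splits gave as many, since the real counts were 0, with at most 0, 1 and 7 in the others, so the splits say nothing about chance there.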

How the results depend on the processing

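Library quality weights were tried only after the data were seen, and all other alternatives were planned. No result changed direction past its threshold. Of 5124 values of named genes under other settings 4924 kept their side of the threshold, 47 lost and 153 gained a call, and of 2286 with 1 library left out 2251 kept it, 27 lost and 8 gained one. For gene lists it was 3989, 57 and 34 of 4080, and 2958, 72 and 30 of 3060. Of the 153 gains, 42 came with a fold of 1.5 and 75 with no fold minimum, settings that cannot remove a call. Many named genes were chosen for large changes, so their tally does not carry over to genes in general. Counts of calls moved with the fold rule, which sets how many genes near 2-fold and at low values pass. In the order M1 against M0, M2 against M0 and M2 against M1 in normal medium and then in extra lipid, they were 1330, 294, 1290, 1253, 292 and 1239 with a pseudocount of 5, 5094, 2132, 4985, 5097, 2133 and 4841 with a fold of 1.5, and 8887, 5520, 8723, 8924, 5569 and 8593 with no fold minimum. For M2 against M0 in the 2 media they were 1354 and 1321 with a pseudocount of 0.1, and 1390 and 1400 with the ratio of mean FPKM. For extra lipid in M1 the count was 4 with a pseudocount of 0.1, 2 with the ratio of mean FPKM, 5 with a fold of 1.5 and 34 with no fold minimum. In M2 it was 4, 3, 8 and 19 in the same order, 0 when each library was rescaled to the same total, 2 with median-of-ratios scaling, 0 with only the groups compared and 3 with library quality weights. The difference of the lipid effect between M2 and M1 gave 2 genes when each library was rescaled to the same total and 1 with library quality weights. The cause of these last changes was not tested. With an estimated correlation 64 list calls were left of 135. Calls shared between the media, summed over the 3 comparisons of states and both directions, so that a gene can count more than once, numbered 4975, or 2546 with a pseudocount of 5 and 19995 with no fold minimum.

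With 1 library left out in turn the count for extra lipid ranged from 0 to 1 in M0, 0 to 2 in M1 and 0 to 3 in M2, and for the difference of the lipid effect from 0 to 1 between M2 and M0 and from 0 to 2 between M2 and M1; the libraries concerned are named beside those comparisons. Counts between states moved little: without LN M2 replicate 1, the shallow library, 733 genes were called in M2 against M0 and 2475 in M2 against M1. With the replicate number as a block the counts were 2611, 759, 2488, 2487, 771 and 2361 between states and 0, 0 and 1 for extra lipid, 0 calls of named genes changed, and 1 list, OXPHOS complex I in M1 against M0, gained a call (adjusted p = 0.0497). By adjusted p alone, extra lipid in M1 no longer passed for NR1H3 (0.0589) and CXCL9 (0.0507) with the block, nor did PPARD in M2 against M0 (0.0505). The numbers gave little sign of pairing: of 45 same-numbered pairs 3 had deviations correlated over 0.1 (range -0.109 to 0.260), and 20 of 45 correlated best with their own number. Each LN M0 library correlated best with the LN M1 library of its own number (0.027, 0.195 and 0.260), so pairing is not excluded. The count model could not be run, since the table holds no counts.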

Other observations

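Of 19 ER stress and ATF4 target genes 13 rose and 2 fell in M1 against M0, led by CHAC1 (3.80), ATF3 (3.55), SLC7A11 (3.30) and ASNS (3.03), genes of glutathione turnover, stress signalling, cystine import and asparagine synthesis (camera adjusted p = 4.03e-07, and 0.0582 with an estimated correlation). In M2 against M1 14 were lower (adjusted p = 8.58e-09), with ASNS at 59.0 ± 6.54 FPKM in M1 and 4.63 ± 0.355 FPKM in M2. Antioxidant and NRF2 targets had 9 of 20 genes higher in M1 than in M0, among them TXN (1.91), FTH1 (1.85) and HMOX1 (1.75) (adjusted p = 4.56e-08). Heat shock genes went the other way, with 7 of 11 lower, led by HSPA8 (-1.85) and HSPA1A (-1.5, and -0.97 with a pseudocount of 5), and a median of -1.14 relative to that of all genes (adjusted p = 0.00258, and adjusted p = 0.283 with an estimated correlation). In M2 against M1 8 of the 11 were higher (adjusted p = 0.000410, and adjusted p = 0.15 with an estimated correlation).

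Metallothioneins, which bind zinc and copper, were lower in M2 than in M0 in 4 of 5 cases, with MT2A at 51.9 ± 6.36 FPKM in M0 and 8.88 ± 4.78 FPKM in M2 (-2.55) and MT1E at -1.97 (adjusted p = 0.0156, and adjusted p = 0.0804 with an estimated correlation). Cholesterol biosynthesis and uptake genes were higher in M2 than in M0 by adjusted p in 18 of 24 cases, such as HMGCS1 (0.74), MSMO1 (0.60) and LSS (0.50), with a median 0.50 above that of all genes (adjusted p = 1.18e-09). The monocyte chemokine CCL2 rose from 1.33 ± 0.687 to 51.5 ± 4.45 FPKM in M2 (4.53) and was at 2.55 ± 0.737 FPKM in M1.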
